A study of Zymoseptoria tritici with 18 samples.

How the data were processed

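RNA was profiled in 18 libraries from spores of the *Zymoseptoria tritici* reference strain IPO323, the fungus that causes septoria tritici blotch of wheat. Per the labels, spore suspensions were held for 15 h at 18, 30 or 0 °C and either collected at once or moved to 18 °C for a further 75 h before collection, 90 h after the start. The 6 groups hold 3 replicates each. Every library was assigned to its group from the treatment in the labels, and the table's columns were matched to libraries by name. The column names of both 18 °C control groups do not state a time, so which of them is the 15 h and which the 90 h group rests on the treatment and time in the labels. Every comparison with 18 °C depends on this. The names of the 15 h controls share a prefix letter with those of the shocked libraries at 15 h. Those of the 90 h controls lack the letter of the recovered libraries. The values were the only other check. They were placed on an axis from the mean of the libraries at 30 °C for 15 h (0) to the mean of those recovered from 30 °C (1). This axis uses no control library. On it the 15 h controls lay at 0.303 ± 0.101 (SD, n = 3) and the 90 h controls at 1.118 ± 0.057. No column belonged to any other sample.

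Per the labels' protocols, messenger RNA was enriched through its poly-A tails and the libraries were sequenced on an Illumina instrument with paired-end reads. The field of the labels for the molecule gives nuclear RNA instead, so which RNA the values describe is left open here. The labels also name different Illumina models in different places, and the model is left open too. The name of the deposited table gives kallisto abundance estimates against IPO323 cDNA. The version of kallisto, its settings and the release of the transcript set are not given in the sources used here. The name also speaks of counts, but the values deposited by the authors are TPM (abundance divided by transcript length and scaled to the same sum in every library): they are not whole numbers, and each of the 18 columns sums to 1000000. TPM keep no trace of the number of reads, so the depth of each library is unknown, and no counting interval or detection floor is given. A value of 0 is reported only as listed at 0.

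The table holds 13414 transcript IDs. All 13414 carry the same version suffix, so each ID stands for 1 transcript of 1 gene and is called a gene here. The table does not pair IDs with gene names. None of the IDs matched a name, tag or synonym in the reference gene list of the species that was at hand (0 matched), so no gene names, products or coordinates are given. Planned tests of gene lists by product name and of genes on accessory chromosomes were therefore not run.

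The planned analysis had assumed estimated read counts and a count model. Because the values are TPM, which are not counts, the comparisons were made with limma (version 3.58.1, in R 4.3.3) on a log scale instead. Genes with at least 1 TPM in at least 3 libraries were kept, which left 12030 genes tested and 1384 not tested. TPM were divided by a scaling factor per library, the trimmed mean of log ratios to a reference library, with 30% of the ratios and 5% of the mean abundances trimmed at each end and no weighting. Values were then transformed to log2(scaled TPM + 1). Fold changes are on this scale, which understates the change of genes with low values. A linear model with 1 mean per group was fitted to all 18 libraries, so that the 6 groups shared 1 estimate of the spread per gene (12 residual degrees of freedom and 3.4 from the prior), with limma's empirical Bayes moderation and a trend of the variance with abundance. P-values were adjusted over all tested genes of a comparison by the Benjamini-Hochberg method, and genes with adjusted p below 0.05 were called changed.

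The comparisons planned before the data were examined were 30 °C and 0 °C against 18 °C at the end of the shock, both temperatures against 18 °C after recovery, the difference between shock and recovery effects for each temperature, 30 °C against 0 °C at the end of the shock, and 90 h against 15 h at 18 °C. The comparison of 30 °C with 0 °C after recovery was added after the data had been seen, which makes 9 in all. The comparisons of both shocks share their 18 °C libraries, as do those of both recoveries. Overlaps and correlations between them are therefore given beside values for simulated unchanged groups set against shared controls, with the measured spread of each gene (100 draws, and 20 full fits for the overlap of calls and another 20 for shares of genes with the same sign, the latter added after the data had been seen), and beside correlations with the 3 control libraries divided between the comparisons in each of the 6 possible ways. The simulated groups held no changed genes, so their values show what noise in shared controls gives alone. They are not the values expected for unrelated changes of real size. Correlations across genes are descriptions, since genes are not independent replicates.

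Genes were named by a rule fixed before the data were examined. Among called genes with a mean of at least 10 TPM over the libraries compared and with group ranges that did not overlap, the rule takes those with the largest rise and the largest fall in fitted log2 change. It takes 3 in each direction for each comparison with 18 °C of the same stage and 1 in each direction for the others, with ranges not considered for differences between stages. Because IDs could not be paired with names, at most 2 in each direction are printed per comparison.

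The labels number the replicates 1 to 3 in every group without saying that a number marks a shared culture or day. Same-numbered libraries of 0 °C and 18 °C at the end of the shock deviated from their group means together, with correlations across genes of 0.31, 0.13 and 0.19. In every other comparison at least 1 of the 3 correlations was below 0.1. A fit with the replicate number as a block was run as an alternative for all comparisons.

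The fit was tested on simulated data with the measured mean and spread of each gene and 200 genes changed by known amounts. With changes in both directions it recovered 83% of the changed genes in the comparison of 30 °C with 18 °C at the end of the shock (11898 genes in that step), and 6.2% of its calls were false. For 0 °C against 18 °C at the same stage it recovered 80% (11882 genes), with 4.2% of its calls false. The planted changes were at least 1 on the log2 scale, and each gene had the same spread in all 6 groups. These shares therefore do not describe smaller changes, or comparisons of groups with unequal spread.

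Alternatives changed 1 choice at a time. They were median-of-ratios and upper-quartile scaling, no filter on low values, only the compared groups in the fit, the replicate block, a further requirement of a log2 change of at least 1, and each library left out in turn. Further alternatives were chosen after the data had been seen: the deposited TPM without further scaling, pseudocounts of 0.1 and 5, and weights that give groups with a wider spread less influence. Other splits of the compared libraries were fitted to ask whether chance could give as many calls. All 10 splits were used for each comparison of 3 libraries with 3, and 100 of 200 for each difference between stages. For the difference at 0 °C, all 80 splits that part the 3 pairs at the end of the shock were also used, a choice made after the data had been seen.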

Results

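The response of *Z. tritici* IPO323 spores to a heat shock and a cold shock, and what remained of it after recovery, was measured by RNA sequencing in 18 libraries. Spores were held for 15 h at 30 °C, at 0 °C or at the control temperature of 18 °C (3 libraries each). Parallel suspensions received the same 15 h and then 75 h at 18 °C (3 libraries each). Expression was given as TPM for 13414 genes, and 12030 genes passed the filter on low values and were tested. Read depth is unknown, because TPM carry none. Between 12442 and 12803 genes had a value above 0 in a library. The 10 most abundant genes made up 19.2% to 25.7% of the TPM in a library.

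Replicates resembled each other closely. Spearman correlations between replicates across the tested genes lay between 0.976 and 0.985 at 30 °C for 15 h, and between 0.936 and 0.966 after recovery from 30 °C, the group with the widest spread. The median SD of a gene's log2 value between replicates was 0.142 in the former group and 0.285 in the latter. It was 0.184 and 0.217 in the 15 h groups at 18 °C and 0 °C, and 0.219 and 0.167 in the recovery groups that had started at 18 °C and 0 °C. No pair of libraries held identical values. The factors used to scale the TPM differed between groups, from 1.26 ± 0.0775 (SD, n = 3) at 30 °C for 15 h to 0.844 ± 0.018 (SD, n = 3) after 90 h at 18 °C. The direction of small changes therefore depends on the scaling, and the deposited TPM without further scaling are given beside the main values where the balance of rises and falls moved.

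The first principal component held 56.2% of the variance and separated the libraries collected at 15 h from those collected at 90 h. Its mean was −32.4 ± 12 (SD, n = 3) at 18 °C for 15 h and 72.2 ± 6.68 (SD, n = 3) at 18 °C for 90 h. The cold-shocked libraries lay at −78.4 ± 8.46, beyond the 15 h controls. After recovery the libraries that had been at 0 °C lay at 27.6 ± 7.69 and those that had been at 30 °C at 50.2 ± 22.1, both group means on the side of the 15 h libraries relative to the 90 h controls. Replicate 1 of the latter group, at 71.1, lay among the controls (67.5 to 79.8). The second component (14.5% of the variance) separated the heat-shocked libraries, at 52.8 ± 3.59, from the cold-shocked libraries, at −32.3 ± 4.76.

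**Figure D1:**
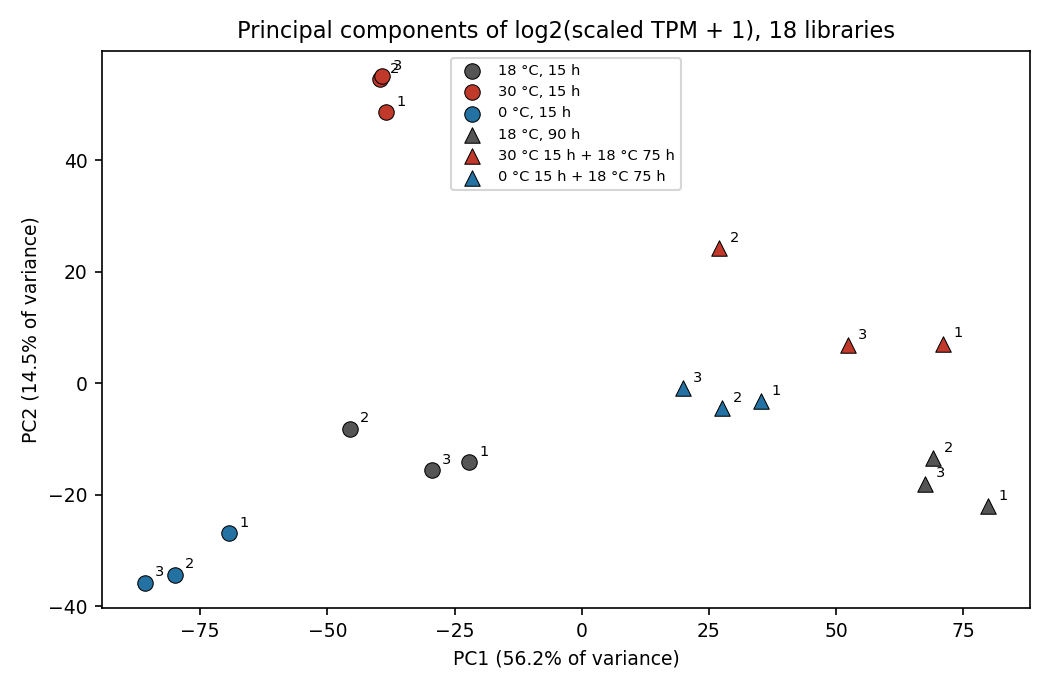
Positions of the 18 libraries on the first and second principal components of log2(scaled TPM + 1) over 12030 genes, with the share of variance on each axis; circles are libraries collected at 15 h, triangles those collected at 90 h, colours give the shock temperature and numbers the replicate. The libraries collected at 15 h lie left of 0 and all 9 collected at 90 h lie right of it, and the heat-shocked libraries stand apart at the top.

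The comparison of 30 °C with 18 °C at 15 h asked which genes respond to the heat shock. By limma with Benjamini-Hochberg adjustment, 3611 genes were called (30% of those tested), 1575 higher and 2036 lower at 30 °C. The median absolute log2 change of the called genes was 0.80, against a median standard error of 0.19. The alternative that moved this count most was the further requirement of a log2 change of at least 1, which left 1216 genes, 539 higher and 677 lower. The balance of directions rested on the scaling. On the deposited TPM without further scaling 1936 genes were higher and 1334 lower, with the median of all genes at 0.11 on the log2 scale. With upper-quartile scaling 2482 were higher and 1346 lower, with that median at 0.16. Under all 4 scalings tried, 1557 genes were called higher and 1260 lower each time.

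The largest rise at 30 °C was that of ZtIPO323_085250.1, from 33.4 ± 14.9 to 3060 ± 370 scaled TPM (SD, n = 3 per group), a log2 change of 6.57 ± 0.52 (SE; limma adjusted p = 8.15e-07). After recovery its mean was 1790 ± 856 in spores that had been at 30 °C and 428 ± 338 in the 90 h controls. ZtIPO323_068430.1 rose from 12 ± 6.27 to 572 ± 117 scaled TPM, by 5.55 ± 0.43 on the log2 scale (limma adjusted p = 7.23e-07). The largest fall was that of ZtIPO323_056260.1, from 129 ± 20.1 to 1.23 ± 0.969 scaled TPM, a log2 change of −5.93 ± 0.33 (limma adjusted p = 3.2e-08). ZtIPO323_058820.1 fell from 148 ± 11.3 to 3.68 ± 1.51 scaled TPM, with a log2 change of −5.04 ± 0.19 (limma adjusted p = 3.34e-10). The latter gene moved the other way at 0 °C, where it reached 274 ± 24.8 scaled TPM (log2 change 0.88, limma adjusted p = 0.00338).

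The comparison of 0 °C with 18 °C at 15 h asked the same of the cold shock. Limma called 2785 genes (23.2%), 1170 higher and 1615 lower at 0 °C, with a median absolute log2 change of 0.87 and a median standard error of 0.20. At a log2 change of at least 1 there were 1115 genes, 345 higher and 770 lower. With only the compared groups in the fit 2014 genes were called. On the deposited TPM the split was 481 higher and 2457 lower, with the median of all genes at −0.20. With upper-quartile scaling it was 1629 higher and 1371 lower. Under all 4 scalings 481 genes were called higher and 1357 lower each time.

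ZtIPO323_063560.1 showed the largest rise at 0 °C, from 51.8 ± 11.7 to 4660 ± 535 scaled TPM, a log2 change of 6.48 ± 0.21 (limma adjusted p = 4.73e-11). It was at 82.7 ± 12.8 scaled TPM after recovery from 0 °C and at 79.5 ± 14.6 in the 90 h controls. ZtIPO323_039140.1 rose from 4.32 ± 1.53 to 185 ± 23.5 scaled TPM, by 5.17 ± 0.26 on the log2 scale (limma adjusted p = 3.65e-09). ZtIPO323_038550.1 had the largest fall, with a log2 change of −6.40 ± 0.66 (limma adjusted p = 6.54e-06). It was listed at 330.7, 110.1 and 142 scaled TPM in the 18 °C replicates and at 7.82, 0 and 0 in the 0 °C replicates. ZtIPO323_027910.1 fell from 450 ± 183 to 7.94 ± 3.08 scaled TPM, with a log2 change of −5.62 ± 0.37 (limma adjusted p = 6.99e-08).

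**Figure D2:**
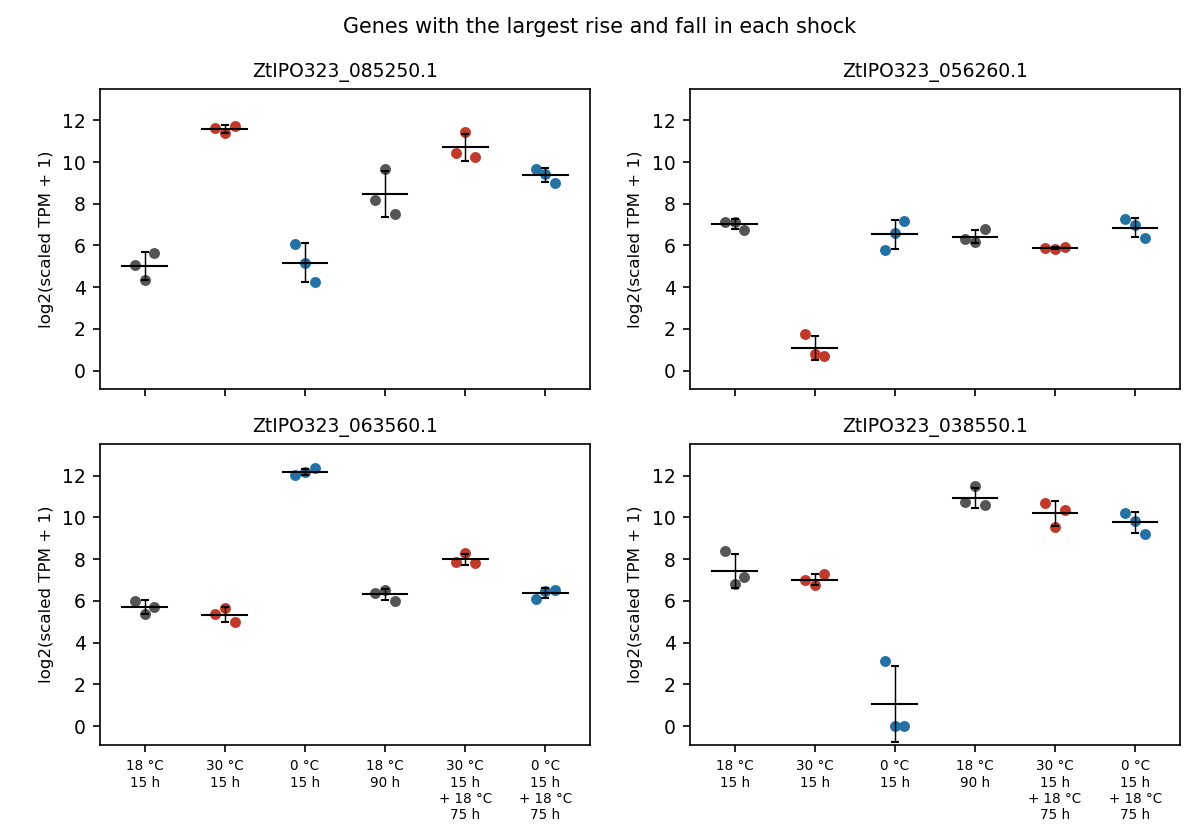
Scaled TPM on a log2 scale (log2(scaled TPM + 1), vertical axes) in the 6 groups for the genes with the largest rise and the largest fall at 30 °C (upper panels) and at 0 °C (lower panels); points are libraries, horizontal lines group means and bars 1 SD of the log2 values (n = 3). In each panel the shocked group at 15 h stands apart from the 15 h controls, and ZtIPO323_038550.1 is listed at 0 in replicates 2 and 3 at 0 °C.

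Both shocks were then set side by side. Of the genes called under either shock, 1091 were called under both, 715 in the same direction (65.5%) and 376 in opposite directions. Independent sets of these sizes would share 836 genes. The spread per gene was shared by all comparisons, so genes with a small spread are called more readily in both. That alone may raise the overlap above 836. Simulated unchanged groups, which hold no changed gene to call, shared 0 on average. Over all tested genes 55.2% had the same sign, against 66.8% in simulated unchanged groups set against shared controls. Among the 2039 genes with an unadjusted limma p below 0.05 under both shocks 63.2% did, against 98.9% of the genes chosen in the same way in 20 fits of unchanged groups. The overlap fell to 707 genes without replicate 1 of the 15 h controls and to 626 without replicate 3. Across all tested genes the log2 changes at 30 °C and at 0 °C had a Pearson correlation of 0.192 and a Spearman correlation of 0.187. Simulated unchanged groups set against shared controls gave 0.499 and 0.468. Because these groups hold noise alone, values below theirs do not show that the shocks agreed less than unrelated changes would. With the control libraries divided so that none was shared, the Pearson correlation lay between 0.0616 and 0.149. Without replicate 2 of the 15 h controls the undivided Pearson correlation was 0.268.

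The direct comparison of 30 °C with 0 °C at 15 h, which does not use the 18 °C libraries as a control, called 4869 genes by limma (40.5%), 2422 higher and 2447 lower at 30 °C. At a log2 change of at least 1 there were 1929 genes, 1033 higher and 896 lower. Without further scaling of the deposited TPM 4249 genes were higher and 1114 lower, with the median of all genes at 0.34. ZtIPO323_095250.1 was higher at 30 °C (5660 ± 1680 scaled TPM) than at 0 °C (51.5 ± 24.8), a log2 difference of 6.81 ± 0.38 (limma adjusted p = 4.39e-09). ZtIPO323_063560.1 was lower at 30 °C (40.2 ± 9.92) than at 0 °C (4660 ± 535), a log2 difference of −6.85 ± 0.21 (limma adjusted p = 1.46e-11).

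The change over time at 18 °C, from 15 h to 90 h, gave more called genes than any comparison of temperatures. Limma called 7141 genes (59.4%), 3628 higher and 3513 lower at 90 h. At a log2 change of at least 1 there were 2224 higher and 704 lower. On the deposited TPM the split was 2478 higher and 5097 lower, with the median of all genes at −0.33, and with upper-quartile scaling it was 2961 higher and 4522 lower, with that median at −0.19. Under all 4 scalings 2477 genes were called higher and 3238 lower each time. ZtIPO323_097320.1 rose from 8.7 ± 3.39 to 4370 ± 3010 scaled TPM, by 8.57 ± 0.50 on the log2 scale (limma adjusted p = 4.34e-08). ZtIPO323_081070.1 had a log2 change of −3.57 ± 0.68 (limma adjusted p = 0.000433), from 21.4 ± 4.48 scaled TPM at 15 h to 5.42, 0 and 0 in the replicates at 90 h.

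After recovery from 30 °C, limma called 2509 genes against the 90 h controls (20.9%), 1062 higher and 1447 lower, with a median absolute log2 change of 0.78 and a median standard error of 0.19. This count rested on a spread shared by all 6 groups. With only the 6 libraries compared in the fit 170 genes were called, 54 higher and 116 lower, and with groups weighted by their spread 1160. Single libraries also moved it. The count was 1062 without replicate 2 of the libraries recovered from 30 °C, 1428 without replicate 1 of the 90 h controls and 1627 without their replicate 3. At a log2 change of at least 1 there were 726 genes. With upper-quartile scaling 1489 were higher and 1049 lower, with the median of all genes at 0.12. On the deposited TPM 1704 genes were called, 706 higher and 998 lower.

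ZtIPO323_046390.1 had the largest rise after recovery from 30 °C among genes that met the abundance and range conditions (the largest of any called gene was 3.52), at 150 ± 61 scaled TPM against 15.9 ± 2.15 in the 90 h controls, a log2 change of 3.09 ± 0.49 (limma adjusted p = 0.00136). ZtIPO323_023670.1 had a log2 change of 3.07 ± 0.68 (limma adjusted p = 0.00709). It was listed at 14.6, 27.04 and 14.5 scaled TPM after recovery and at 0, 10.6 and 0 in the controls, and it was not called with only the compared libraries in the fit (limma adjusted p = 0.0962, range over 15 alternatives 0.000151 to 0.0962). ZtIPO323_123160.1 fell from 50.7 ± 11.8 to 9.71 ± 4.09 scaled TPM, with a log2 change of −2.32 ± 0.50 (limma adjusted p = 0.00637). With groups weighted by their spread it was not called (limma adjusted p = 0.0501, lowest over the alternatives 0.00377). ZtIPO323_072240.1 fell from 54.7 ± 8.14 to 11 ± 4.51 scaled TPM, with a log2 change of −2.29 ± 0.30 (limma adjusted p = 6e-04).

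After recovery from 0 °C, limma called 4085 genes (34%), 2064 higher and 2021 lower than the 90 h controls, with a median absolute log2 change of 0.77 and a median standard error of 0.19. The count was 2395 without replicate 1 of the 90 h controls and 2416 without replicate 3 of the libraries recovered from 0 °C. At a log2 change of at least 1 there were 1095 genes, 333 higher and 762 lower. The deposited TPM gave 2312 higher and 1237 lower, with the median of all genes at 0.14, and with upper-quartile scaling 2620 were higher and 1516 lower, with that median at 0.11. Median-of-ratios scaling moved the split the other way, to 1761 higher and 2345 lower. Under all 4 scalings 1760 genes were called higher and 1227 lower each time.

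ZtIPO323_047850.1 rose most, to 23.5 ± 6.84 scaled TPM against 2.06 ± 1.79 in the controls, a log2 change of 3.22 ± 0.64 (limma adjusted p = 0.00243). ZtIPO323_038490.1 was at 20.5 ± 2.96 against 2.18 ± 0.777 scaled TPM, a log2 change of 2.77 ± 0.35 (limma adjusted p = 0.000345). ZtIPO323_057560.1 had the largest fall, with a log2 change of −3.25 ± 0.90 (limma adjusted p = 0.0136). It was listed at 59.4, 15.0 and 25.7 scaled TPM in the controls and at 11.95, 0 and 1.30 after recovery. This call was lost with a pseudocount of 0.1 (limma adjusted p = 0.0705), without replicate 1 of the controls (0.0665), and without replicate 2 (0.0664) or replicate 3 (0.0518) of the recovered libraries, and its lowest adjusted p over the 15 alternatives was 0.00349. ZtIPO323_131580.1 fell from 26.8 ± 13.4 to 3.54 ± 3.54 scaled TPM, with a log2 change of −2.79 ± 0.67 (limma adjusted p = 0.00626). It was not called with a pseudocount of 0.1 (limma adjusted p = 0.066, lowest over the alternatives 0.00194).

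**Figure D3:**
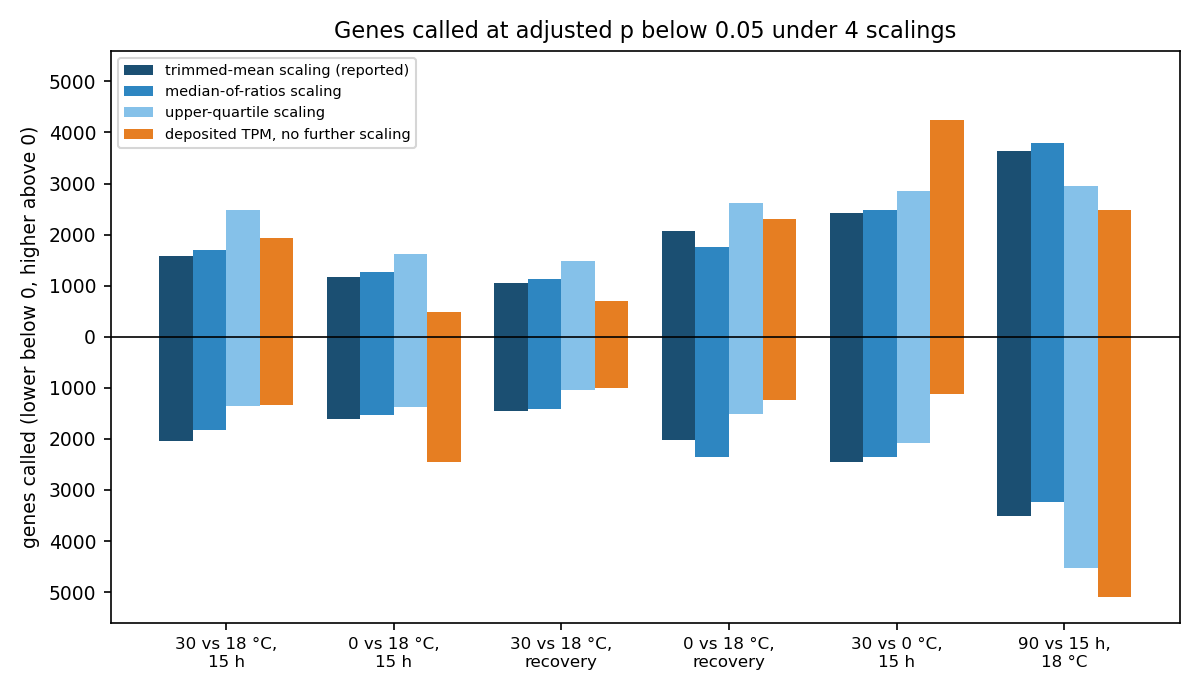
Numbers of genes called by limma at an adjusted p below 0.05 in 6 comparisons under 4 scalings of the TPM (vertical axis, with higher calls above 0 and lower calls below it); bars of 1 colour share a scaling. Splits between higher and lower calls move with the scaling, as for 30 °C against 0 °C at 15 h with 2422 higher and 2447 lower under the main scaling and 4249 and 1114 on the deposited TPM. For recovery from 30 °C the split turns with upper-quartile scaling, to 1489 higher and 1049 lower, and the total falls on the deposited TPM, from 2509 to 1704.

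Of the 3611 genes called at the end of the heat shock, 976 (27%) were called in the same direction after recovery and 92 in the opposite direction. Independent sets of these sizes would share 753.1 genes in either direction, against 1068 observed. As for the overlap of both shocks, the shared spread per gene may by itself raise the observed number. The number kept in the same direction was 597 without replicate 1 of the 90 h controls and 505 without replicate 2 of the libraries recovered from 30 °C. It was 91 with only the compared groups in each fit and 614 with groups weighted by their spread. Of the heat-shock calls, 74.5% had the same sign after recovery, and their median absolute log2 change was 0.80 at the end of the shock and 0.36 after recovery. Across all tested genes the changes at both stages, which share no library, had a Pearson correlation of 0.412 and a Spearman correlation of 0.389.

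Of the 2785 genes called at the end of the cold shock, 1032 (37.1%) were called in the same direction after recovery and 184 in the opposite direction. Independent sets would share 945.7 genes in either direction, against 1216 observed, a number that the shared spread per gene may again raise. The number kept in the same direction was 677 without replicate 1 of the 90 h controls and 642 without replicate 3 of the libraries recovered from 0 °C. The median absolute log2 change of the cold-shock calls was 0.87 at the end of the shock and 0.48 after recovery, and 73.9% had the same sign. Across all tested genes the Pearson correlation between stages was 0.356 and the Spearman correlation 0.358.

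The effects of both recoveries shared 1482 called genes, 1438 of them in the same direction (97%) and 44 in the opposite direction. Independent sets would share 852, and the shared spread per gene may by itself raise the overlap above that. Among the 2861 genes with an unadjusted limma p below 0.05 after both recoveries 96.4% had the same sign, and among genes chosen in the same way in 20 fits of unchanged groups 99.2%, though these held 133 such genes on average. Over all tested genes 77.3% had the same sign, against 66.7% in unchanged groups. The overlap depended on the fit, with 96 genes when only the compared groups were used, 783 with groups weighted by their spread and 837 on the deposited TPM. It was 576 and 865 without replicates 1 and 3 of the 90 h controls, 2302 and 623 without replicates 1 and 2 of the libraries recovered from 30 °C, and 939 without replicate 3 of those recovered from 0 °C. Their log2 changes had a Pearson correlation of 0.624 across all tested genes and a Spearman correlation of 0.673. Unchanged groups set against shared controls gave 0.499 and 0.468 from noise alone, which is no baseline for groups with real changes. With the 90 h controls divided the Pearson correlation lay between 0.323 and 0.562. The direct comparison of the recovered groups, chosen after the data had been seen, called 1283 genes (10.7%) by limma, 726 higher and 557 lower in the libraries that had been at 30 °C. It gave 425 genes (292 higher, 133 lower) with only those 6 libraries in the fit and 839 with groups weighted by their spread. With median-of-ratios scaling 871 were higher and 358 lower. On the deposited TPM the median of all genes was −0.13. Without replicates 1 and 2 of the libraries recovered from 30 °C, left out in turn, the count was 792 and 2171. Without replicates 1, 2 and 3 of those recovered from 0 °C it was 787, 600 and 729. ZtIPO323_030640.1 was higher after 30 °C (585 ± 394 scaled TPM) than after 0 °C (33.2 ± 11.5), by 3.96 ± 0.49 on the log2 scale (limma adjusted p = 0.000202). ZtIPO323_063850.1 was lower after 30 °C (9.09 ± 0.596 scaled TPM) than after 0 °C (35.2 ± 5.84), with a log2 difference of −1.83 ± 0.37 (limma adjusted p = 0.006).

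Whether an effect differed between the end of the shock and recovery was tested directly, as the difference of the effects at both stages. For 30 °C limma called 1498 genes (12.5%), 651 with a higher log2 change at the end of the shock and 847 with a lower one. The split was 653 and 389 on the deposited TPM, and with upper-quartile scaling 796 and 593. The count was 902 without replicate 2 and 867 without replicate 3 of the heat-shocked libraries. Of the 2543 genes called at the end of the heat shock and not after recovery, 841 differed between stages by this test. Of the 1441 genes called only after recovery, 372 did. ZtIPO323_056260.1 had the largest lower difference, −5.40 ± 0.47 on the log2 scale (limma adjusted p = 2.3e-05). It was at 58 ± 1.38 scaled TPM after recovery from 30 °C and at 86 ± 20.1 in the 90 h controls. ZtIPO323_071270.1 had the largest higher difference, 4.57 ± 1.03 (limma adjusted p = 0.0108). It was not called with a pseudocount of 0.1 (limma adjusted p = 0.066, lowest over 21 alternatives 0.00474).

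For 0 °C limma called 1821 genes (15.1%), 814 with a higher log2 change at the end of the shock and 1007 with a lower one. On the deposited TPM the split was 393 and 2260, with the median of all genes at −0.37, and with median-of-ratios scaling it was 971 and 785. Of the 1569 genes called only at the end of the cold shock 629 differed between stages, and of the 2869 called only after recovery 856 did. ZtIPO323_063560.1 had the largest higher difference, 6.42 ± 0.30 on the log2 scale (limma adjusted p = 1e-08). ZtIPO323_027910.1 had the largest lower one, −5.36 ± 0.53 (limma adjusted p = 2.08e-05). The latter gene was at 3170 ± 206 scaled TPM after recovery from 0 °C and at 3820 ± 685 in the 90 h controls.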

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

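The tests on single libraries, the division of the scaling tests by direction and the deposited TPM as 1 of the 4 scalings were chosen after the results had been seen, as were the look at which splits reached the counts and the splits that keep the pairs for the difference between stages at 0 °C, while those on chance splits and abundance were set beforehand.

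The effect of 30 °C at the end of the shock differed from its effect after recovery in 1498 genes, by a limma test of the difference itself. With temperature labels permuted within each stage, 4 of 100 splits, the real one included, gave as many genes. Such splits ask whether temperature had any effect, and mixed labels put true effects of either stage into the spread. They therefore cannot tell whether equal effects at both stages could by chance give this count. The other splits that reached it gave 1564, 1830 and 2237 genes. In each of them the labels at the end of the shock were the real ones and 2 of the 3 pairs of labels after recovery were exchanged, which turns the difference of the effects towards their sum. With all 3 exchanged, a split outside the draw, 4342 genes were called. The scalings tried bore on the directions unequally. Of the 651 higher calls 86% were called in the same direction under all 4 scalings. Of the 847 lower calls only 44.2% were, so the choice of scaling may account for much of that part. On the deposited TPM the split was 653 higher and 389 lower. Each alternative scaling moved the median difference of all genes upward, from −0.0151 to 0.00771 (median-of-ratios), 0.0478 (upper-quartile) and 0.0493 (deposited TPM). Such shifts favour higher calls, so the 86% kept cannot tell whether scaling caused the higher calls. The count of 1498 genes did not come from a single library as a whole. Of the 1498 genes 51.1% were called in the same direction in all 12 fits without 1 library. The count still fell to 902 without replicate 2 and to 867 without replicate 3 of the heat-shocked libraries. Genes near the detection limit did not make up the result either. Among genes with a mean of at least 10 TPM 15.6% were called (905 of 5788), against 9.5% of the 6242 genes below that level. A biological difference between the end of the shock and recovery, which is what the design varied, remains a candidate explanation. Scaling stays open for calls in both directions. Stage and time since the start change together in this design, and batches of library preparation are not given in the labels. Read sharing between similar genes was not tested.

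The effect of 0 °C at the end of the shock differed from its effect after recovery in 1821 genes by the same test. The same permutation cannot exclude chance here either, for the same reason. Of its 100 splits 2 gave as many, the real one included. The other of these 2, with 4744 genes, exchanged all labels in 1 stage, which turns the difference of the effects into their sum. These splits ignored that the replicate numbers may pair the libraries of 0 °C and 18 °C at 15 h, which the labels do not state. Of the 80 splits that part all 3 of those pairs, again 2 gave as many, the real one and the one with 4744 genes. The highest of the others, with 1577 genes, kept the real labels at 15 h and exchanged 2 of the 3 pairs of labels after recovery. Under all 4 scalings 77.1% of the 1007 lower calls were called in the same direction. Of the 814 higher calls 47.9% were, so the choice of scaling may account for much of that part. On the deposited TPM the split was 393 higher and 2260 lower. Only median-of-ratios scaling moved the median of all genes against the lower calls, from −0.0269 to 0.0445, and it left 785 lower calls. The deposited TPM moved the median to −0.373 and upper-quartile scaling to −0.0476, which favours lower calls. The lower calls thus met only the smaller shift, and whether scaling caused them cannot be told. Of the 1821 genes 55.1% were called in the same direction in all 12 fits without 1 library. Among genes of at least 10 TPM 21.1% were called (1224 of 5788), against 9.56% below. A single library and the detection limit are thereby argued against as the whole cause. A change in the cold effect between stages remains a candidate explanation, with the same limits as for 30 °C and with scaling open for calls in both directions.

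For the other comparisons, of 3 libraries with 3, the share of splits cannot exclude chance, because 10 splits allow no smaller share than 0.1. In each of the 7, only 1 of the 10 splits, the real one, gave as many genes as observed. The other splits gave far fewer, at most 2 genes after recovery from 30 °C, 1 after recovery from 0 °C, over time and between the recovered groups, and 0 in the comparisons at 15 h. For 0 °C against 18 °C at 15 h, where the replicate numbers may pair the libraries, 4 of the 10 splits part all 3 pairs. Of these only the real one gave as many genes, and the others gave 0.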

How the results depend on the processing

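The deposited TPM without further scaling, the pseudocounts of 0.1 and 5, the weights by group spread, the comparison of 30 °C with 0 °C after recovery and the alternatives for genes called after both recoveries were chosen after the data had been seen.

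For 14 results that answer a comparison, 139 values came from alternatives that kept all libraries. Of these, 117 stayed within 1.5 times the reported count, or within 1 jackknife standard error of the correlation, 22 moved further and 0 reversed. Of 117 values with 1 library left out, 93 stayed and 24 moved. No gene called in the main analysis was called in the opposite direction under any alternative.

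The requirement of a log2 change of at least 1 lowered every count by its construction. It left 1216 genes for 30 °C and 1115 for 0 °C at 15 h, 726 and 1095 after recovery, 830 and 1097 for the differences between stages, 1929 for 30 °C against 0 °C at 15 h, 493 for the same after recovery and 2928 for time at 18 °C. It left 329 genes called under both shocks, 248 after both recoveries, 238 heat-shock calls kept after recovery and 264 cold-shock calls kept.

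With only the compared groups in the fit, 170 genes were called after recovery from 30 °C (2509 reported), 425 between the recovered groups (1283 reported), 96 after both recoveries (1482 reported), and 91 heat-shock calls were kept (976 reported). Weighting groups by their spread gave 1160, 839, 783 and 614. The group recovered from 30 °C had the widest spread, with a median SD of 0.285 and the lowest weight, 0.529, and a spread shared with tighter groups made its comparisons more permissive. Both alternatives left the other counts within 1.5 times the reported ones, for example 4343 and 4991 genes for 30 °C at 15 h and 4079 and 4658 after recovery from 0 °C.

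With 1 library left out in turn, counts ranged from 1062 to 3474 after recovery from 30 °C, from 2395 to 4057 after recovery from 0 °C, from 867 to 2005 for the difference between stages at 30 °C, and from 600 to 2171 between the recovered groups. They ranged from 626 to 1152 for genes called under both shocks, from 576 to 2302 after both recoveries, from 505 to 1241 for heat-shock calls kept and from 642 to 1071 for cold-shock calls kept. The correlation of both shocks ranged from 0.173 to 0.268. Libraries that moved a result by more than 1.5 times were replicate 1 of the 90 h controls (1428 and 2395 genes after recovery from 30 °C and 0 °C, 597 and 677 calls kept, 576 after both recoveries) and their replicate 3 (1627 after recovery from 30 °C, 865 after both). The others were replicate 2 of those recovered from 30 °C (1062 genes, 505 calls kept, 2171 between recovered groups, 623 after both recoveries), their replicate 1 (792 between recovered groups, 2302 after both recoveries), replicate 3 of those recovered from 0 °C (2416 genes, 642 calls kept, 729 between recovered groups, 939 after both recoveries), their replicates 1 and 2 (787 and 600 between recovered groups), replicates 2 and 3 at 30 °C for 15 h (902 and 867 genes differing between stages), and replicates 1 and 3 of the 15 h controls (707 and 626 genes under both shocks). Why these libraries weighed more was not tested beyond the lower number of libraries. No single library moved the other counts by more than 1.5 times: 2564 to 3135 genes for 30 °C and 2002 to 2832 for 0 °C at 15 h, 3906 to 4645 between them, 6074 to 6740 over time and 1245 to 1965 for the difference between stages at 0 °C. Called in the same direction in every fit without 1 library were 58.1% and 55.9% of the genes reported for 30 °C and 0 °C at 15 h, and 36% and 47.9% of those reported after recovery.

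Scaling moved directions in most comparisons. After recovery from 30 °C upper-quartile scaling did so too, while the deposited TPM moved the total, from 2509 to 1704 genes, with 41.4% of them higher against 42.3%, and they gave 837 genes after both recoveries. The cause was not tested. The same direction was called under all 4 scalings for 78% and 66% of the genes at 15 h, 64.6% and 73.1% after recovery, 72.6% between 30 °C and 0 °C at 15 h and 80% over time. Without the filter on low values 3703 and 2771 genes were called at 15 h. Pseudocounts of 0.1 and 5 gave 3541 and 3524 genes for 30 °C, and 2883 and 2621 for 0 °C.

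The replicate block moved no count by more than 1.5 times. For 0 °C at 15 h, where the numbers may pair the libraries, it gave 3141 genes, 98.7% of the reported ones among them. Elsewhere the correlations of same-numbered libraries reached down to 0.0037 for 30 °C at 15 h, −0.037 and −0.065 after recovery from 30 °C and 0 °C, −0.011 between 30 °C and 0 °C at 15 h, −0.01 over time and −0.12 between the recovered groups, as the lowest of 3 correlations in each. Number 1 correlated at 0.12 to 0.31 in all 7 comparisons, and numbers 1 and 2 at 0.22 and 0.27 after recovery from 30 °C. The numbers as a set were not taken as pairing libraries there, and a batch shared by some of them is not ruled out. The block gave 3992 genes for 30 °C at 15 h, 3079 and 4595 after recovery, 1883 and 2262 for the differences between stages, 5185 between 30 °C and 0 °C at 15 h, 1748 between the recovered groups and 7397 over time.

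For the 34 pairs of a named gene and a comparison, 524 of 534 alternative values kept their direction and stayed called, 10 kept only their direction and 0 reversed. The 10 belonged to 7 pairs, 5 of them among the genes printed in the report with the alternatives concerned.

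Some alternatives set beforehand were not run. A count test with its own size factors needs read counts. Testing each transcript by itself changes nothing, because every ID is a single transcript. Tests of gene lists by product name and of accessory chromosome genes had 0 genes matched to a name or place. Depth limits precision in a way that TPM do not show, so how far sampling noise adds to the spread of genes with low values could not be measured.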

Other observations

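All tests on the time axis, and those on shared reads and on the order of IDs, were chosen after the results had been seen, while those on abundance and on replicate deviations between neighbours were set beforehand.

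Libraries recovered from 0 °C lay between the 15 h and the 90 h controls. Positions were measured along the axis from the mean of the 15 h controls (0) to the mean of the 90 h controls (1) over all tested genes, with a control library left out of the axis when it was placed. The 90 h controls lay at 0.947 ± 0.083 (SD, n = 3, from 0.895 to 1.043). Libraries recovered from 0 °C lay at 0.568 ± 0.066 (0.499 to 0.63), below all 3 controls. The exact two-sided permutation p of 0.1 is the smallest that 3 against 3 libraries can give (0.2 after Benjamini-Hochberg adjustment over the 4 such tests made). Libraries recovered from 30 °C lay at 0.76 ± 0.191 and overlapped the controls (0.559 to 0.938, exact permutation p = 0.3, adjusted 0.3). Of the 3361 genes called both after recovery from 0 °C and over time at 18 °C, 3251 moved against the change over time, a number raised by the 90 h controls that both comparisons share. After recovery from 30 °C 1608 of 1888 such genes did, raised in the same way, and the correlation of that change with the change over time was −0.448, and −0.411 to −0.267 with the 90 h controls divided between the comparisons. The tendency is therefore not shown to be specific to the cold.

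Several technical explanations of this pattern were argued against. Noise shared through the 90 h controls would leave no correlation once these are divided between the comparisons. The correlation of the change after recovery from 0 °C with the change over time stayed between −0.692 and −0.501 over the 6 divisions (−0.713 undivided). A peculiarity of the 90 h controls unrelated to time was set against an axis made only from the libraries at 30 °C for 15 h and recovered from 30 °C. There too the lowest 90 h control lay 0.252 beyond the highest library recovered from 0 °C. The gap on the 18 °C axis was at least 0.256 under all 4 scalings. Cold-shock changes that persisted would not displace genes that the cold had left unchanged. Over the 2907 genes without a change at 0 °C for 15 h (unadjusted p above 0.5 and a log2 change within 0.2), the cold-shocked libraries lay at −0.003 ± 0.023, yet the libraries recovered from 0 °C lay 0.253 or more below the 90 h controls. Persistence is thereby argued against as the whole cause, while it may add to the displacement over other genes. A slower time course after the cold is a candidate explanation, as a hypothesis. It needs genes left unchanged by the cold to lie behind as well, and over these genes the highest library recovered from 0 °C stood at 0.632 and the lowest control at 0.885. Changes that began only after the return to 18 °C were not tested apart from it. Whether it is the only difference cannot be told. Of 1328 genes with no change over time at 18 °C (unadjusted p above 0.5 and a log2 change within 0.2), 142 were called after recovery from 0 °C (10.7%) and 166 after recovery from 30 °C (12.5%), but genes equal at 15 h and 90 h can move in between, where nothing was measured. Over all tested genes the cold-shocked libraries already lay at −0.211 ± 0.045 at 15 h, and the displacement was 0.249 then and 0.379 after recovery (difference 0.131, SE 0.11). Growth or cell number was not analysed here.

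Genes with neighbouring IDs changed together. The correlation of log2 changes between genes 1 ID apart in the table was 0.206 at 30 °C and 0.219 at 0 °C for 15 h, 0.31 and 0.309 after recovery, and 0.359 over time at 18 °C. Chance order was excluded, with 0 of 1000 shuffled orders reaching any of these values. The trend of changes with abundance was not the cause, since at least 88.3% of the correlation was kept once it was removed. Replicate deviations of neighbours correlated at 0.1, narrowly less than 0.5 times the lowest of these correlations, so noise common to neighbours does not carry the pattern alone but may carry part of it at 15 h. Reads shared between adjacent transcripts would act at 1 ID only, yet the correlation 2 IDs apart was still at least 0.0827 in the comparisons with 18 °C, above all shuffled orders (highest 0.0363). Near-identical copies side by side, or overlap of direct neighbours as part of the effect at 1 ID, stay open. Whether the order of IDs follows chromosome position is not given in the sources used here, so a shared chromosomal setting is a hypothesis that was not tested.

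Over the 9 comparisons, the longest run of consecutive IDs called in the same direction held 14 genes, from ZtIPO323_032850.1 to ZtIPO323_032980.1, all lower at 90 h than at 15 h at 18 °C, the weakest with a log2 change of −0.31. In 1000 shuffles of these calls 0 held a run as long, the longest having 12. Among the comparisons with 18 °C of the same stage, the longest held 8 genes, all lower after recovery from 30 °C, from ZtIPO323_084550.1 to ZtIPO323_084620.1. Their log2 changes lay between −1.11 and −0.51 and their means between 14.6 and 515 scaled TPM. In 1000 shuffles of those calls 0 held a run as long, the longest having 6. Both runs were picked after their values were seen, and calls after recovery from 30 °C depend on the fit, with 170 genes in all when only the compared libraries were used. At 0 °C for 15 h the longest run held 7 genes, all lower, and 6 of 1000 shuffles held one as long. At 30 °C for 15 h it held 6 genes (208 of 1000 shuffles) and after recovery from 0 °C 7 genes (53 of 1000), neither beyond chance. The 6 genes at 30 °C, ZtIPO323_009270.1 to ZtIPO323_009320.1, all higher, also formed the longest run for the difference between stages at 30 °C, where 1 of 1000 shuffles held one as long. Their means lay between 0.405 and 5.73 scaled TPM. In the other 3 comparisons the longest runs held 7, 5 and 4 genes (181, 51 and 147 of 1000 shuffles).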
